A study of Arabidopsis thaliana with 12 samples.

How the data were processed

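RNA was sequenced from root meristems of Arabidopsis thaliana seedlings of the background Col-0 that carried a pRPS5A::DOF2.1-GR construct. In such a line the RPS5A promoter, which is active in dividing cells, drives the DOF2.1 transcription factor fused to the hormone-binding domain of the glucocorticoid receptor. The fusion protein is held outside the nucleus until dexamethasone (DEX), a synthetic glucocorticoid, is added. Per the labels' protocols, seedlings grew for 5 days at 22 °C, were then moved to medium with 10 µM DEX for 1, 2 or 4 h, and 300 root tips went into each sample. RNA was extracted with the RNeasy kit and libraries were made with the TruSeq Stranded mRNA kit. The labels name 4 groups with 3 biological repeats each, DEX for 1 h, 2 h and 4 h and a control at 1 h, and 12 libraries in all. The labels do not state whether or to what medium the control seedlings were moved. No control at 2 h or 4 h, and no DEX-treated line without the construct, was analysed here.

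The deposited files held expected counts, that is, estimated read counts per locus that need not be whole. No file header or label states the aligner, the counting tool, its strand setting, the genome build or the annotation. The unit was taken from the values, of which 82.2% to 83.3% were whole in each library and whose totals differed between libraries. The counts had not been scaled for depth. Each library's column was rounded to whole numbers before testing. All 12 columns belonged to labelled samples. Totals ran from 14142082 to 17522834 counts per library.

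Locus identifiers were used as deposited. Gene symbols and product names came from the RefSeq annotation of assembly TAIR10.1, in which 28009 of the 28775 loci were matched by locus tag. The 766 loci not matched held 0.258% of counts and stayed in the tests. Because the authors' build is not stated, no coordinates are given, and the annotation served for names, for overlapping neighbours, and, in the closing section, for transcript length, GC content and upstream sequence.

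Counts were tested with edgeR 4.0.16 in R 4.3.3. Loci were kept by filterByExpr with its defaults (minimum count 10, minimum total count 15), which left 19733 loci holding 99.95% of counts. Libraries were scaled by TMM factors. One quasi-likelihood model (glmQLFit and glmQLFTest, robust) was fitted to all 12 libraries with group as its only term, so that the 4 groups shared one estimate of the spread. The common biological coefficient of variation was 8.8%. Contrasts set each DEX group against the control, DEX 2 h against DEX 1 h and DEX 4 h against DEX 2 h. P-values were adjusted by the Benjamini-Hochberg method over all loci tested, and a gene was called at an adjusted p under 0.05. All adjusted p-values for single genes come from this edgeR test unless another tool is named. The standard error of a log2 fold change was its absolute value divided by the square root of the quasi-likelihood F statistic. Normalized CPM are counts divided by the TMM-scaled library total and put on the usual CPM scale, given as mean ± SD over 3 libraries. They reflect counting error and the spread between samples together. A count of 3 was used as the floor for lower bounds on a fold.

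The comparisons, the test, the alternatives, a list of 14 genes and 5 gene sets were fixed before the data were examined. The 14 genes were DOF2.1, TRN2/TET1 (a tetraspanin named in the study's title), TRN1, TMO5, LHW, T5L1, LOG3, LOG4, SHR, SCR, PEAR1/DOF2.4, PEAR2/DOF5.1, TMO6/DOF5.3 and HCA2/DOF5.6. The sets were the DOF family without DOF2.1, the tetraspanin family, type-A response regulators, circadian clock genes, and genes that respond to touch or handling. They were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, over 15 tests of 5 sets in 3 comparisons, and checked with fry and with an estimated correlation. Other genes were named by a rule, also fixed beforehand. In each DEX comparison with the control it took the 3 higher and 3 lower genes with the largest absolute log2 fold change among called genes with a mean log2 CPM of at least 1 and no overlap between DEX and control libraries. It further took the 3 higher and 3 lower genes whose smallest absolute change over the 3 comparisons was largest, among genes called with the same sign in all 3. Genes named outside this rule are marked as chosen after their values were seen.

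Because the 3 DEX groups share the control libraries, 20 data sets without change were simulated to show what shared controls give by chance. Counts of all 12 libraries, the controls included, were drawn from the control means with the fitted dispersions. The controls were first kept as real in this simulation, which left their noise out, and were simulated after that result was seen. The overlap of called genes by coincidence was computed within 20 bins of expression, also after the result was seen. The tests were first checked on simulated counts with 200 genes changed by 1 on the log2 scale. At 3 libraries per group, edgeR recovered 83% of them with 10 false calls among 19607 genes tested, and DESeq2 recovered 81% with 23 false calls among 19733.

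Alternatives were DESeq2 size factors or library totals in place of TMM, no low-count filter, a filter of CPM of at least 1 in at least 3 libraries, the DESeq2 1.42.0 Wald test, fits with only the 2 groups compared, the repeat number as a block, stricter thresholds, and leaving out each library in turn. Offsets for GC content and transcript length, and thinning of all libraries to the lowest total, were added after the data were seen. No pair of replicates agreed within sampling noise (chi-square per gene from 3.08 to 19.73), so each library counted once. The closing section also uses 5 lists tested against 10000 random lists matched on expression. They were dehydration and abscisic acid genes, clock genes, ribosomal protein genes (matched on length as well), photosystem genes and cycling DOF genes. A further list held transcripts abundant in leaves.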

Results

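The study measured gene expression in root meristems after nuclear entry of the transcription factor DOF2.1 was induced with DEX. Its title concerns the tetraspanin TRN2/TET1 in vascular proliferation and ground tissue patterning. RNA-seq libraries were made from 12 samples of a pRPS5A::DOF2.1-GR line, 3 at each of 1 h, 2 h and 4 h on 10 µM DEX and 3 from a control at 1 h. Library totals were 17371847, 17522834 and 17162750 counts for DEX 1 h and 16286243, 15633701 and 15341640 for DEX 2 h. They were 14142082, 16149889 and 14630692 for DEX 4 h and 16826059, 16749192 and 16167813 for the control. The 10 most abundant loci took between 3.14% and 3.60% of counts in each library. Of 28775 loci, 4113 had no counts in any library and 19733 were tested.

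The libraries separated by group on the first 2 principal components of log2 CPM, which held 48.4% and 11.9% of the variance. Control libraries lay between -36.6 and -26.1 on the first component and DEX 1 h libraries between -41.7 and -17.0. DEX 2 h libraries lay between 14.2 and 24.0, and DEX 4 h libraries between 37.7 and 47.1. The second component placed the control between -24.1 and -21.9 and DEX 1 h between 13.0 and 32.1. The largest difference between replicates was that of DEX 1 h replicates 1 and 3, with a chi-square per gene of 19.73, against 3.08 to 8.61 for the 11 other replicate pairs.

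**Figure D1:**
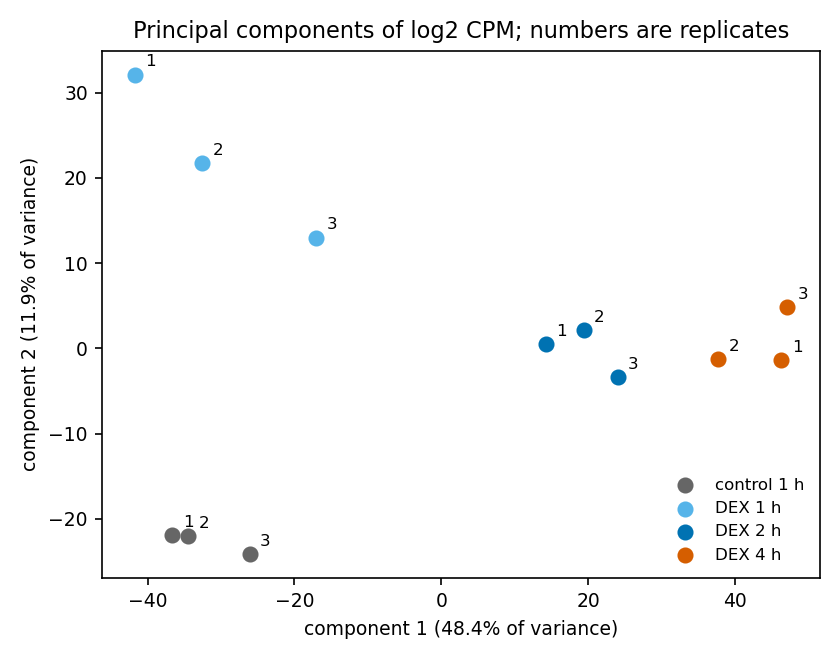
Each point is a library placed by its first (x axis) and second (y axis) principal component of log2 CPM, in the arbitrary units of the component scores, coloured by group and numbered by replicate. The first component orders the groups from the control and DEX 1 h (all below -17.0 or equal to it) to DEX 4 h (37.7 and above), and the second separates DEX 1 h from the control.

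The first comparison, DEX 1 h against the control of the same time, asked which transcripts changed soon after induction. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1898 genes were called, 992 higher and 906 lower, or 9.62% of those tested. Of these, 276 changed at least 2-fold, 174 higher and 102 lower. The median absolute log2 change of the called genes was 0.50. With library totals in place of TMM scaling 1096 were higher and 677 lower. A fit with only the 2 groups compared, which does not share the spread of the other groups, called 1234. The alternative that moved this count most was the requirement of a 2-fold change. Among alternatives that kept the threshold, the lowest count was 1194, without control replicate 2, and the highest was 2303, both from fits that each left out one replicate.

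DEX 2 h and DEX 4 h were compared with the same control, which was harvested at 1 h. These comparisons therefore contain the time elapsed as well as the induction. At 2 h, 6915 genes were called, 3261 higher and 3654 lower, and 703 changed at least 2-fold. At 4 h, 9920 genes were called, 4876 higher and 5044 lower, or 50.3% of those tested, and 1429 changed at least 2-fold. Whether most calls were higher or lower depended on the scaling. At 4 h 4108 were higher and 5774 lower with library totals, and 4661 higher and 3540 lower with offsets for GC content and transcript length. The comparisons between successive DEX times contain elapsed time too. Between DEX 2 h and DEX 1 h, 6168 genes were called, 2949 higher and 3219 lower. With library totals in place of TMM scaling, 31.6% of the calls in this comparison were higher, against 47.8%. Between DEX 4 h and DEX 2 h, 1448 genes were called, 711 higher and 737 lower, and leaving out DEX 2 h replicate 1 lowered this count to 395.

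**Figure D2:**
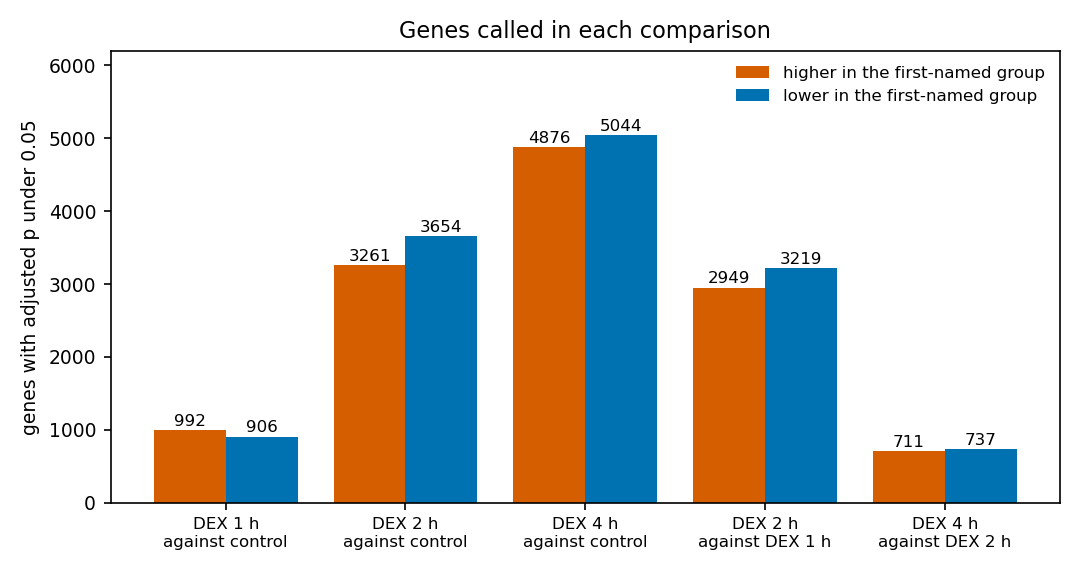
Bars give the number of genes with an adjusted p under 0.05 (y axis) in each of the 5 comparisons (x axis), split into genes higher and lower in the group named first. Counts rise from 992 higher and 906 lower at 1 h to 4876 higher and 5044 lower at 4 h.

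The overlap of these lists was counted to ask which changes persisted. In all 3 comparisons with the control 1005 genes were called, and 920 of these had the same sign throughout, 405 higher and 515 lower. At 1 h and 4 h 1260 genes were called in both, 1062 with the same sign and 198 with opposite signs. At 1 h and 2 h 1165 genes were shared, 1076 with the same sign, and at 2 h and 4 h 6024 genes were shared, 6010 with the same sign. By coincidence among genes of like expression 352, 507 and 1921 genes would share a sign at 1 h and 2 h, 1 h and 4 h, and 2 h and 4 h, to which a shared control adds. In 20 simulated data sets without change at most 2, 3 and 1 genes were called at 1 h, 2 h and 4 h, so their overlap of called genes is no yardstick. By unadjusted p-values of the edgeR test, 2323, 2404 and 7478 genes shared a sign in these 3 pairs, and 388, 619 and 32 had opposite signs. The simulated maxima for the same sign were 208, 201 and 202. The simulated data hold no changed genes, so they do not show what unrelated responses with a shared control would give. The number in all 3 with the same sign fell to 583 without control replicate 2. Across genes, which are not independent replicates, log2 fold changes at 1 h and 2 h correlated with Pearson's r = 0.421, those at 1 h and 4 h with r = 0.323, and those at 2 h and 4 h with r = 0.839. The simulated groups without change, whose comparisons shared simulated controls, gave mean r values of 0.506, 0.507 and 0.484, with maxima of 0.578, 0.569 and 0.529. Only the r of 2 h and 4 h lay above them, and the other 2 were below the simulated means. With no changed genes, the simulated r reflects noise and the shared controls alone. It does not show what r unrelated responses would give. The other 2 r values are therefore no evidence for or against a shared response. Another 478 genes were called at 1 h only.

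TRN2/TET1 (AT5G46700) was higher at all 3 times. Its normalized CPM was 23.1 ± 0.548 (SD, n = 3) in the control, 37.4 ± 6.05 at 1 h, 36.2 ± 3.16 at 2 h and 40.2 ± 1.16 at 4 h, with no overlap between control and DEX libraries. The log2 fold change was 0.69 ± 0.10 (SE, edgeR adjusted p 0.000206) at 1 h, 0.65 ± 0.10 (0.000203) at 2 h and 0.80 ± 0.10 (1.05e-05) at 4 h. Its level at 4 h was not called different from that at 1 h (log2 0.10, edgeR adjusted p 0.404). In 39 recomputed values the log2 fold change ran from 0.56 to 0.82 and the highest adjusted p was 0.00669. These did not include the offsets for GC content and transcript length or the thinning.

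The level of DOF2.1 (AT2G28510) counts reads from the endogenous gene and from the construct together, which the counts do not separate. It fell from 85.3 ± 5.14 CPM in the control to 67.4 ± 7.53 at 1 h, 64.1 ± 4.92 at 2 h and 51.6 ± 6.97 at 4 h. The log2 fold changes were -0.34 ± 0.10 (SE, edgeR adjusted p 0.0395), -0.41 ± 0.10 (0.00498) and -0.73 ± 0.10 (2.89e-05). The call at 1 h was lost with library totals (adjusted p 0.0836), with only the 2 groups compared (0.0674) and without any one of 4 of the 6 libraries. Without DEX 1 h replicate 3 it was -0.24 (adjusted p 0.113).

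Over the 14 genes fixed beforehand and 3 comparisons, 26 of 42 tests passed an adjusted p of 0.05 over all genes tested, and 26 passed when adjusted over the list alone. TRN2/TET1 accounted for the 3 higher calls, and the other 23 were lower. SCR (AT3G54220) fell at all 3 times, from 65.6 ± 3.33 CPM in the control to 44.1 ± 3.31, 50.6 ± 3.16 and 39.1 ± 3.82, with log2 fold changes of -0.57, -0.38 and -0.75 (edgeR adjusted p 0.000187, 0.00235 and 3.14e-06). TMO6/DOF5.3 (AT5G60200) fell by 0.72, 0.56 and 0.66 on the log2 scale (adjusted p 0.000402, 0.00136 and 0.000156). LOG4 (AT3G53450) and LOG3 (AT2G37210) were also lower at all 3 times, with at most 46 and 54 counts in any library. Their log2 fold changes were -1.10, -1.60 and -1.67 for LOG4 and -1.68, -2.45 and -1.93 for LOG3. The largest adjusted p of these 6 tests was 0.0119, and the LOG4 call at 1 h was lost without DEX 1 h replicate 2 (adjusted p 0.0633). SHR (AT4G37650) was not called at 1 h and was lower at 2 h (-0.28, adjusted p 0.0255) and 4 h (-0.43, 0.0012). Its 2 h call was lost in 4 of the 6 fits that each left out one replicate.

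PEAR2/DOF5.1 (AT5G02460) was lower at 2 h and 4 h (-0.89 and -0.85, edgeR adjusted p 0.0129 and 0.0111). PEAR1/DOF2.4 (AT2G37590) was lower at 4 h only (-1.05, 0.00417), and HCA2/DOF5.6 (AT5G62940) at 2 h only (-0.89, 0.0446). The HCA2 call was lost in the DESeq2 test (adjusted p 0.087) and in 5 of the 6 fits that each left out one replicate. The PEAR2 call at 2 h was lost without DEX 2 h replicate 3 (adjusted p 0.0626) or control replicate 1 (0.0562), and that at 4 h without DEX 4 h replicate 2 (0.0558). T5L1 (AT1G68810) was lower at 4 h (-0.47, adjusted p 0.00162). TRN1 (AT5G55540) was called at 4 h only, and lower (-0.26, 0.035). The TRN1 call was lost in DESeq2 (adjusted p 0.0623) and in 4 of the 6 fits that each left out one replicate. TMO5 (AT3G25710) and LHW (AT2G27230) were not called at any time, with log2 fold changes between -0.24 and 0.12. The deposited counts of TMO5, LHW and T5L1 were not whole in every library, so their values are uncertain.

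**Figure D3:**
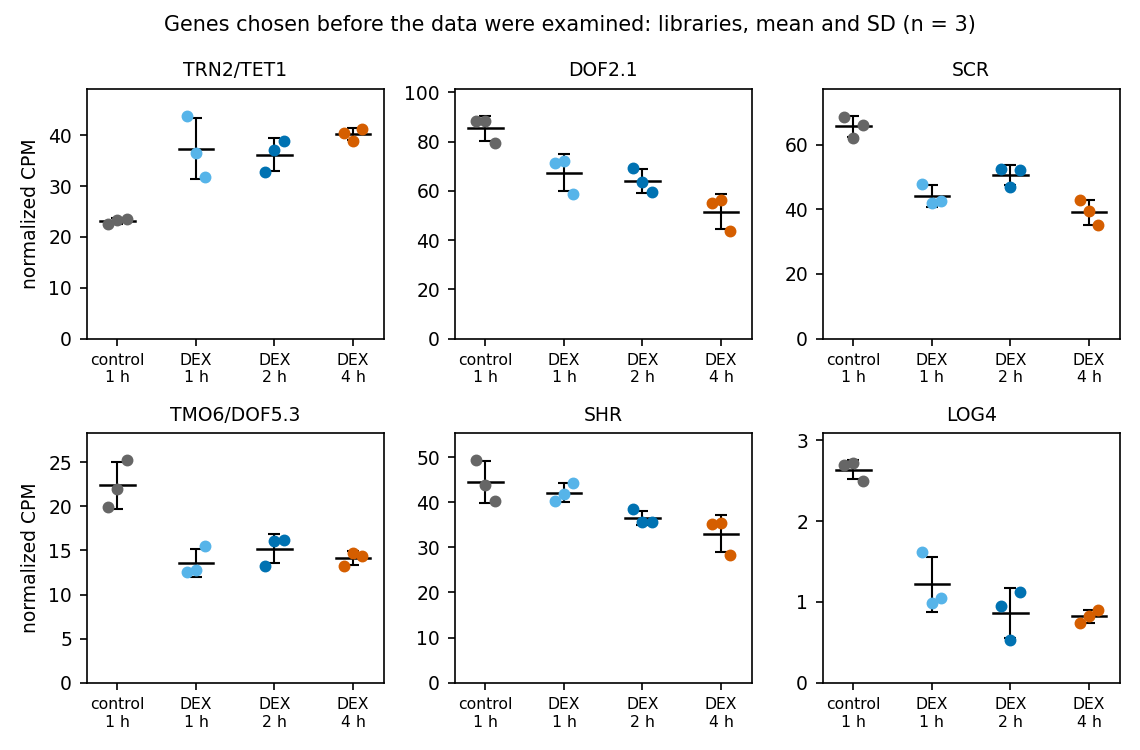
Normalized CPM (y axes, from 0) of 6 genes fixed beforehand in each library (points), with the group mean (line) and SD (bar, n = 3), by group (x axes). TRN2/TET1 rose from a mean of 23.1 to between 36.2 and 40.2, while DOF2.1, SCR, TMO6/DOF5.3 and LOG4 were below their control libraries at all 3 times and SHR at 2 h and 4 h.

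At 1 h the 3 higher genes named by the rule were AT1G69572, AT4G16810 and WOX4 (AT1G46480). AT4G16810, annotated as a VEFS-box polycomb protein, had 6, 4 and 2 counts in the control libraries, 33 to 57 at 1 h, 106 to 137 at 2 h and 229 to 266 at 4 h. Its log2 fold changes were 3.31 ± 0.37 (SE, edgeR adjusted p 1.27e-05), 5.03 ± 0.31 (5.27e-08) and 6.08 ± 0.29 (7.81e-10), and it was among the 3 highest at each time. WOX4 rose from 0.753 ± 0.174 CPM to 5.71 ± 2.71 at 1 h (log2 2.91 ± 0.43, adjusted p 0.000595) and was not called at 2 h (0.98, 0.153) or 4 h (1.16, 0.071). The 2 h change was called with only the 2 groups compared (adjusted p 0.0172), and the 4 h change under DESeq2 (0.0286). At 4 h the log2 fold change was 0.49 without DEX 4 h replicate 1 and 1.48 without DEX 4 h replicate 2, where it was called (adjusted p 0.0241).

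AT1G69572 is annotated as a non-coding RNA that overlaps the DOF gene AT1G69570 on the opposite strand, and its deposited counts were not whole, so that its values are uncertain. Its rounded counts were 0, 0 and 18 in the control and 46 to 90 at 1 h. Log2 fold changes were 3.41, 3.13 and 4.06 (edgeR adjusted p 0.013, 0.00815 and 0.000646). Control replicate 3 decided their size, since without it both control libraries held 0 counts and the level was at least 21.9-fold higher at 1 h, 18.2-fold at 2 h and 34.5-fold at 4 h. The 1 h call was lost with only the 2 groups compared (adjusted p 0.0617).

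The 3 lower genes at 1 h were AT1G62500, annotated as a lipid-transfer protein (-2.27 ± 0.20, edgeR adjusted p 1.44e-06), AHL18 (AT3G60870, -2.25 ± 0.24, 1.04e-05) and TRM11 (AT4G23020, -2.13 ± 0.37, 0.00115). At 2 h the third of the higher genes was AT5G24570 (2.70 ± 0.40, adjusted p 0.000201), which was also named at 4 h (3.98 ± 0.37, 1.19e-06). Of the lower genes at 2 h, AT3G20590 changed by -2.64 ± 0.22 (adjusted p 4.76e-07). AT1G25055, an F-box gene (-4.78 ± 1.47, adjusted p 0.0349), and AT4G26095, a non-coding RNA (-3.47 ± 0.97, 0.0243), are uncertain. Their deposited counts were not whole, the rounded counts of AT1G25055 ran from 48 to 251 among control libraries, and the calls were lost in 5 and 4 of the 6 fits that each left out one replicate. At 4 h the 3 lower genes were AT2G38240 (-4.23 ± 0.42, adjusted p 2.01e-05), PAN (AT1G68640, -3.55 ± 0.20, 2.81e-09) and GAD4 (AT2G02010, -3.37 ± 0.50, 0.000151). The counts of TRM11, AT3G20590, PAN and GAD4 were not whole in every library.

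Among genes called with the same sign at all 3 times, the rule named AT1G69572, AT4G16810 and AT1G26790 as higher. AT1G26790, a DOF-type zinc finger gene, rose from 0.495 ± 0.0854 CPM to 3.36 ± 0.286, 3.21 ± 0.668 and 3.90 ± 0.839 (log2 2.74, 2.68 and 2.96, edgeR adjusted p 4.06e-06, 4.35e-06 and 5.16e-07). The lower genes were AT1G62500, PAN and AHL18. PAN fell from 9.71 ± 0.744 CPM to 2.41 ± 0.385, 1.58 ± 0.131 and 0.815 ± 0.175, and AT1G62500 from 4.96 ± 0.348 CPM to 1.02 ± 0.0471, 0.907 ± 0.0868 and 0.716 ± 0.160. AHL18 fell from 7.27 ± 1.14 CPM to 1.53 ± 0.412, 2.28 ± 0.479 and 1.60 ± 0.553.

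**Figure D4:**
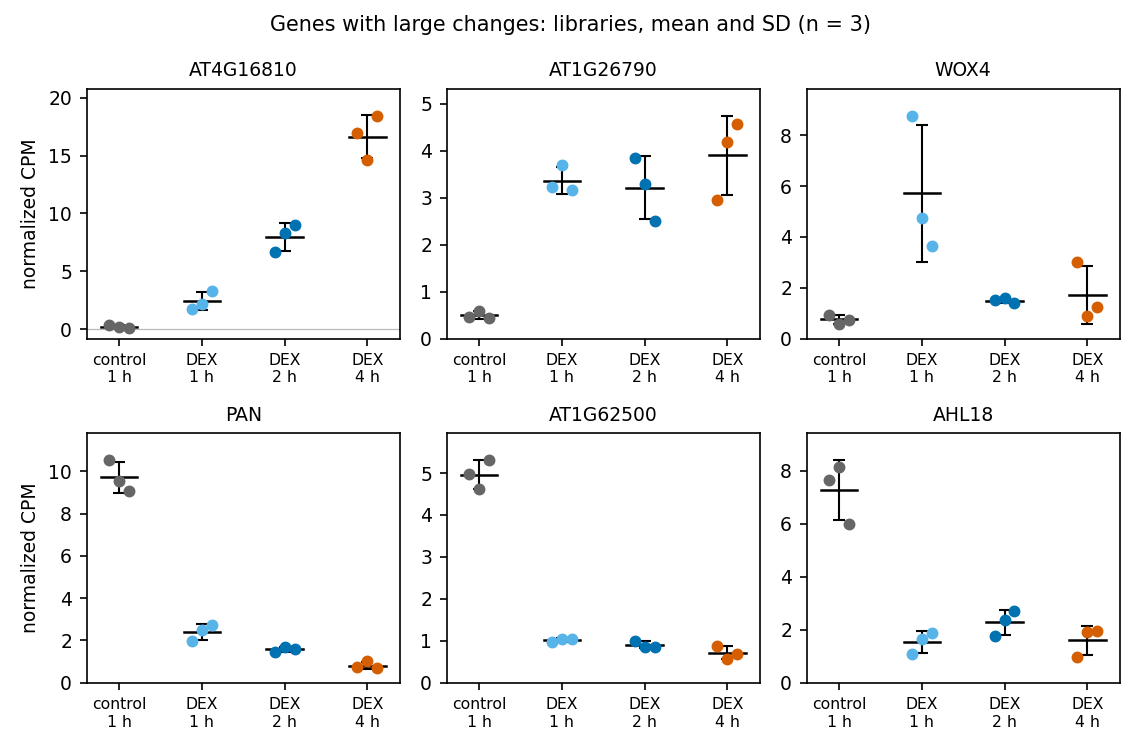
Normalized CPM (y axes) of 6 genes named by the rule in each library (points), with the group mean (line) and SD (bar, n = 3), by group (x axes). AT4G16810 rose at each step to a mean of 16.6 at 4 h, WOX4 peaked at 1 h with 5.71, and PAN, AT1G62500 and AHL18 stayed below their control libraries.

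Of the 15 set tests, 3 passed an adjusted p of 0.05 under camera, all at 1 h. The DOF family without DOF2.1 was shifted up (adjusted p 0.0153, 28 genes, 13 higher and 15 lower), with 6 genes called higher and 3 lower and a median log2 change of -0.04. Type-A response regulators, early cytokinin response genes, were shifted down (0.0153, 9 genes, median -0.39, 8 lower). Touch and handling genes were shifted up (0.0474, 17 genes, median 0.34, 16 higher). None of these 3 calls held under fry in the same fit, where the lowest adjusted p was 0.0791, or with an estimated correlation (0.987). The touch set was also not called with DESeq2 size factors (0.051) or library totals (0.0694), or without any one of 4 libraries, with the highest adjusted p of 0.198 without DEX 1 h replicate 2. Without control replicate 3 the DOF and response regulator sets were not called (0.119 and 0.156). Under fry 4 of the 15 tests had an unadjusted p under 0.05, and with an estimated correlation 0 did.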

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

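The test of the genes with opposite signs was chosen only after the result was seen. The differences described here are between effects at 1 h and at 4 h, each tested in edgeR as DEX 4 h against DEX 1 h, in which no control library takes part. No test of single deviating libraries was made, either within the groups of 3 or against the spread shared by the 4 groups. Every such difference contains the time elapsed between 1 h and 4 h as well as the time on DEX, and no DEX-free library at 4 h was analysed here.

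Of the genes called at both 1 h and 4 h, 198 had opposite signs, 144 higher at 1 h and lower at 4 h and 54 the reverse. All 198 of the 198 genes were called between DEX 4 h and DEX 1 h, without the control libraries. Because the genes were chosen for opposite signs, this outcome was largely fixed by the choice. Chance in the shared controls favours the same sign. By unadjusted p-values, at most 3 genes had opposite signs at 1 h and 4 h in a simulated data set without change, against 619 here. This argues against the shared controls as the source of the opposite signs. Among called genes of like expression, coincidence would give 502 with opposite signs, against the 198 seen. It would give 507 with the same sign, against 1062 seen. The 198 are fewer than coincidence alone would give, and a shared control lowers their number. Unrelated changes at the 2 times therefore stay open for these genes. Examples chosen after their values were seen are LOG5, with log2 fold changes of 1.75 at 1 h and -2.24 at 4 h, GolS4 with 1.61 and -3.73, and HSP70 with -0.84 and 1.25, whose counts were not whole. Whether the reversal belongs to DOF2.1 or to the hours after the seedlings were handled was not separated by the design.

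Of 28 named genes, 13 differed between 1 h and 4 h, with adjusted p-values of at most 0.049. Of all 19733 genes tested, 9589 were called in the same comparison. That is a similar share, so these differences do not set the named genes apart. Among the genes fixed beforehand, the log2 change from DEX 1 h to DEX 4 h was -0.387 for DOF2.1 (adjusted p 0.00511), -0.307 for TRN1 (0.0139), -0.708 for T5L1 (6.18e-05), -0.351 for SHR (0.00538) and -0.687 for PEAR1/DOF2.4 (0.049). Among the genes named by rule it was 2.776 for AT4G16810 (6.49e-08), -1.757 for WOX4 (0.00226), 2.216 for TRM11 (0.000169), 2.63 for AT5G24570 (1.5e-05), -0.94 for AT3G20590 (0.00346), -4.886 for AT2G38240 (8.55e-06), -1.539 for PAN (6.04e-05) and -3.56 for GAD4 (0.000112). The genes named by rule were picked for large changes at single times, so a difference between times is favoured by the choice. Counts of T5L1, TRM11, AT3G20590, PAN and GAD4 were not whole in every library, and sharing of reads with similar genes was not tested for them.

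The fall of DOF2.1 counts could come from the construct, the endogenous gene or both. If the RPS5A promoter of the construct had become less active, the endogenous RPS5A transcript would be predicted to fall as well. Its log2 fold change was -0.08 at 1 h, 0.26 at 2 h and 0.262 at 4 h (adjusted p 0.676, 0.0338 and 0.0233). RPS5A is itself a ribosomal protein gene, and after offsets for GC content and transcript length its change at 4 h was 0.044 (adjusted p 0.671). The absence of a fall therefore does not decide whether the promoter became weaker, the more so as its counts were not whole and a steady-state level is not promoter activity. The requirement that the rise hold after these offsets was added after the result was seen. A lower level of the endogenous transcript stays open, since the counts do not separate it.

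Under camera the DOF family without DOF2.1 was the only one of 5 sets whose effect differed between 1 h and 4 h, with a median change of -0.291 (camera adjusted p 0.0372). The difference held under fry (0.00503) and not with an estimated correlation (0.68). Under fry type-A response regulators (0.0179, camera 0.0669) and touch genes (0.0497, camera 0.0774) differed as well, and with an estimated correlation no set did.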

How the results depend on the processing

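Among the tests in this part, those with GC and length offsets and with thinned libraries, and the overlap without single replicates, were chosen only after the result was seen. TRN2/TET1 stayed higher and called at all 3 times under each of 39 recomputed values, with log2 fold changes from 0.56 to 0.82. The GC and length offsets and the thinning were not among these values. DESeq2 size factors, library totals, no low-count filter, the CPM filter and the DESeq2 test moved none of the 5 counts of called genes, the overlap or the candidate count by over 1.5 times, where each was run.

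Stricter thresholds lowered counts by construction. At an adjusted p under 0.01, 912 genes were called at 1 h, 4082 at 2 h, 3395 between DEX 2 h and DEX 1 h, 348 between DEX 4 h and DEX 2 h, and 447 with the same sign at all 3 times. With a change of at least 2-fold required as well as an adjusted p under 0.05, the counts were 276, 703 and 1429 at 1 h, 2 h and 4 h, 642 between DEX 2 h and DEX 1 h and 117 between DEX 4 h and DEX 2 h. With only the 2 groups compared in the fit, 1234, 8020 and 9916 genes were called at 1 h, 2 h and 4 h, 5251 between DEX 2 h and DEX 1 h and 2043 between DEX 4 h and DEX 2 h. Replicates of DEX 1 h differed more (chi-square per gene 6.98, 19.73 and 8.25) than those of the control (3.08, 5.65 and 3.76) or DEX 2 h (3.1, 3.93 and 3.21). Those of DEX 4 h had 4.24, 6.69 and 8.61. A spread shared by all groups can therefore be too small for DEX 1 h and too large for DEX 2 h. Whether this moved the counts was not tested, and a fit of 2 groups also has fewer libraries.

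Across the fits that each left out one replicate, counts ran from 1194 to 2303 at 1 h, 5130 to 6161 at 2 h, 8478 to 9328 at 4 h, 4129 to 7490 between DEX 2 h and DEX 1 h and 395 to 1439 between DEX 4 h and DEX 2 h. The count of 395 came without DEX 2 h replicate 1, and without DEX 2 h replicates 2 and 3 and DEX 4 h replicates 1 and 3 it was 685, 769, 573 and 610. Called candidate tests ran from 22 to 26 and the overlap from 583 to 983. Called gene set tests ran from 1 to 3, with 1 without control replicate 3, and were 0 under fry in the same fit and 0 with an estimated correlation, where the cause was not tested. Under fry 4 of the 15 tests had an unadjusted p under 0.05. The uncalled 1 h changes of TMO5 and SHR changed sign, with log2 fold changes from -0.187 to 0.22 and from -0.144 to 0.005, and the cause was not tested.

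Of 884 recomputed values of single named genes, 840 kept direction and side of the threshold, 36 lost the call, 5 gained it and 3 reversed. They did not include the GC and length offsets or the thinning. Of 57 recomputed set values 42 were the same and 15 lost the call.

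Library totals in place of TMM shifted the median of all genes by at most 0.08 in size, between DEX 2 h and DEX 1 h, where higher calls fell from 47.8% to 31.6% (2033 higher and 4393 lower). With GC and length offsets 3452 were higher and 2569 lower there. At 2 h 2621 were higher and 4236 lower with library totals, and 3014 and 2459 with the offsets. The DESeq2 test left the adjusted p undefined for 5261 genes at 1 h, 13 of them called in edgeR.

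The repeat numbers of the labels were taken as numbers only, since not every pair with the same number reached an r of 0.1. Over the 18 such pairs, deviations from the group means correlated with a mean r of 0.041, from -0.108 to 0.149, and 3 were over 0.1. Pairs with other numbers had a mean of -0.021, with 1 of 36 over 0.1. Deviations from a group mean cancel over the libraries of the group. The second mean therefore largely follows from the first and is no separate reference. A weak shared trend by repeat is not excluded. With the number as a block, 2063, 7043 and 9993 genes were called at 1 h, 2 h and 4 h, 6352 between DEX 2 h and DEX 1 h, 1669 between DEX 4 h and DEX 2 h, 987 in the overlap, 26 candidate tests and 4 set tests. Under fry with the block 2 sets were called, the DOF family (adjusted p 0.036) and type-A response regulators (0.0468), both at 1 h, and the touch set was not (0.105). WOX4 was called at 2 h (adjusted p 0.0342) and 4 h (0.0129), and AT1G25055 was not called (0.0553).

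With GC and length offsets, 1687, 5473 and 8201 genes were called at 1 h, 2 h and 4 h, and with libraries thinned to the lowest total 1767, 6717 and 9723. LOG3, LOG4 and HCA2 held at most 54, 46 and 34 counts in a library, and whether depth limits their values was not tested.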

Other observations

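The tests of the ribosomal, photosystem and cycling DOF genes, of the order of repeats and of the overlapping gene pair were chosen only after the result was seen. Of the tests chosen earlier, 3 were changed after a first run. The dehydration list was first judged by its percentile and then by its median, and a test of the difference between the hexamers was added. The 1062 genes were first judged against simulated data with almost no calls, and are now left undecided. Each explanation offered here is a hypothesis found and tested on the same libraries.

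In each of the 5 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes with an adjusted p under 0.05. With 10 splits that share is never under 0.1. The 9 other splits called 0 genes in each comparison, with 434 to 1865 genes at an unadjusted p under 0.05 for 1 h, 208 to 1019 for 2 h, 319 to 953 for 4 h, 265 to 2815 for DEX 2 h against DEX 1 h and 319 to 1281 for DEX 4 h against DEX 2 h.

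At 4 h 9920 genes were called, 50.3% of those tested. GC content and length could not account for the whole, since 6592 of these (66.5%) were still called with the same sign after offsets for both, nor could depth, since 9499 (95.8%) were after thinning. Elapsed time could not raise or lower genes at 1 h, when the control was harvested, but it could account for the 4 h call of part of the 1062 genes called with the same sign at both times. By coincidence among genes of like expression 507 would be called with the same sign and 502 with opposite signs, against 198 seen with opposite signs. A shared control favours the same sign. Persistence of the 1 h change and elapsed time cannot be told apart for these genes. For the 8660 genes called at 4 h and not at 1 h, induction and elapsed time cannot be told apart, because the only control was harvested at 1 h.

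Recovery from the move between plates is a candidate explanation for part of the later changes. Of 18 dehydration and abscisic acid genes listed before their values were seen, 14 were tested and the other 4 had at most 3 counts. The genes that prompted the list were left out of it. From DEX 1 h to DEX 4 h their median log2 change was -0.644, below the lowest of 10000 random lists matched on expression (-0.624), as the hypothesis predicted. The list was also higher in DEX 1 h than in the control of the same time (median 0.41, above all random lists). That counts against a move only if the control was moved too, which the labels do not state. KIN1 and KIN2 moved up from 1 h to 4 h by 0.70 and 0.71 without being called (edgeR adjusted p 0.201 and 0.0502), so the list did not move as one.

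Time of day is another open explanation for changes at 4 h. The median absolute change of 12 clock genes was at percentile 53.32 of random lists, and 6 of them were called, close to the 50.3% of all genes. So many genes changed that the comparison cannot exclude a shift of the clock, and the effect of harvest time on these genes and that of induction cannot be told apart.

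Genes higher at 1 h may include direct targets of a DOF protein, whose binding sites hold the core AAAG. The hexamer AAAAAG occurred 2.03 times in the 500 bp upstream of 985 such genes, against 1.49 in unchanged genes of the same AT content (36.4% more, one-sided permutation p 1e-04, the smallest that 10000 draws can give). A hexamer of the same bases, AAGAAA, was also in excess, by 22.4% (permutation p 1e-04). What raised it was not tested. The excess of AAAAAG was larger (permutation p 9e-04). Both hexamers can overlap each other. For the 906 genes lower at 1 h there was no excess of AAAAAG (1.43 against 1.45, permutation p 0.711). The core AAAG with other flanking bases, and sequence beyond the 500 bp, were not searched. The result therefore does not decide whether binding near the gene lowered their levels. The upstream sequence was taken from TAIR10.1.

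Within groups the first component rose from repeat 1 to repeat 3, by a sum of 45.8 over the 4 groups (two-sided exact permutation p 0.0216 over 1296 orders). The spread of the DEX 1 h libraries, from -41.7 to -17.0, prompted this test and gave the largest part of the sum. The p-value therefore partly restates that spread, and the test was not run without DEX 1 h. A candidate explanation is an order of handling or harvest by repeat. The DEX 4 h libraries did not rise steadily, the labels give no batch, and no biological explanation was tested.

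The ribosomal and photosystem genes were picked from 14 gene classes whose medians were looked at. Larger medians at 4 h were those of the 5 plastid-genome loci (1.215) and the 18 mitochondrial-genome loci (1.08). Organelle loci took 0.1044% to 0.1917% of counts at 4 h and 0.06051% to 0.07318% in the control, and what raised them was not tested. The 319 ribosomal protein genes had median log2 changes of -0.04, 0.39 and 0.51 at 1 h, 2 h and 4 h, and at 4 h 261 were called higher and 3 lower. Random lists of the same expression and length had a median of 0.36 and a highest value of 0.45 at 4 h, so most of the shift may be shared by short, abundant transcripts. After GC and length offsets the median was 0.275, above the highest random value of 0.19, which argues against these trends as the whole cause. Induction, elapsed time and recovery stay open.

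The 64 photosystem genes had medians of 0.29, 0.65 and 0.98, above all random lists at each time, with 48 called higher and 1 lower at 4 h. Shoot tissue in the later samples could raise them, and would bring abundant leaf transcripts. Of 10 leaf transcripts listed after their values had been glimpsed, 5 were tested, and the other 5 had at most 10 counts in a library. As shoot tissue would give, GAPA, RCA and CAB1 were called higher at 4 h (log2 1.562, 0.786 and 0.704, edgeR adjusted p 8.46e-05, 0.000118 and 0.0353), and plastid loci rose. The counts of RCA and CAB1 were not whole in every library. CA1 was called lower (-1.588, 0.0155), from 0.633 to 0.208 CPM, a level so low that its fall says little. RBCS1A rose by 1.17 CPM, from 2.05 to 3.23, less than 47 of the 64 photosystem genes. RCA went the other way. It rose by 7.41 CPM, from 10.2 to 17.7, and only 17 of the 64 rose more. The median rise was 0.158 CPM over the 10 leaf transcripts, a comparison chosen after the values were seen, and 2.83 CPM over the photosystem genes. That leaf median includes the 5 transcripts with at most 10 counts. The rise of RBCS1A was not called (log2 0.653, edgeR adjusted p 0.0555). Its small size argues against shoot tissue as the whole cause, while RCA does not. The share of shoot tissue therefore stays open. Light during handling was not tested.

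Among 28 DOF genes tested at 1 h, 7 cycling DOF genes, named for daily rhythms of related members, had a mean log2 change of 1.42, against -0.18 in the other 21. Of 1184040 choices of 7, few gave as large a difference (two-sided exact permutation p 3.12e-05, a value for a subset picked after it was seen). Of the 7, 6 were called higher at 1 h and 5 at 4 h, while 0 of the other 21 were called higher and 3 lower at 1 h. Reads shared between copies could not account for 5 of the 6, whose counts were whole in every library. For CDF2 sharing stays open. The restriction to called genes was set after a first run over all 7 had decided nothing.

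AT1G69572 overlaps AT1G69570, 1 of those 7, on the opposite strand, and reads could have moved between them. The summed count of both rose by 1.11 on the log2 scale at 1 h (1.111, edgeR adjusted p 0.00787), by 0.79 at 2 h and by 1.60 at 4 h, which argues against a move of reads alone. AT1G69570 alone was not called (-0.57 at 1 h, adjusted p 0.554), and the strand setting of the counting is not stated.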
